# Pleiotropic effects in *Eya3 *knockout mice

**DOI:** 10.1186/1471-213X-8-118

**Published:** 2008-12-22

**Authors:** Torben Söker, Claudia Dalke, Oliver Puk, Thomas Floss, Lore Becker, Ines Bolle, Jack Favor, Wolfgang Hans, Sabine M Hölter, Marion Horsch, Magdalena Kallnik, Eva Kling, Corinna Moerth, Anja Schrewe, Christian Stigloher, Stefanie Topp, Valerie Gailus-Durner, Beatrix Naton, Johannes Beckers, Helmut Fuchs, Boris Ivandic, Thomas Klopstock, Holger Schulz, Eckhard Wolf, Wolfgang Wurst, Laure Bally-Cuif, Martin Hrabé de Angelis, Jochen Graw

## Abstract

**Background:**

In *Drosophila*, mutations in the gene *eyes absent *(*eya*) lead to severe defects in eye development. The functions of its mammalian orthologs *Eya1-4 *are only partially understood and no mouse model exists for *Eya3*. Therefore, we characterized the phenotype of a new *Eya3 *knockout mouse mutant.

**Results:**

Expression analysis of *Eya3 *by *in-situ *hybridizations and β-Gal-staining of *Eya3 *mutant mice revealed abundant expression of the gene throughout development, e.g. in brain, eyes, heart, somites and limbs suggesting pleiotropic effects of the mutated gene. A similar complex expression pattern was observed also in zebrafish embryos.

The phenotype of young adult *Eya3 *mouse mutants was systematically analyzed within the German Mouse Clinic. There was no obvious defect in the eyes, ears and kidneys of *Eya3 *mutant mice. Homozygous mutants displayed decreased bone mineral content and shorter body length. In the lung, the tidal volume at rest was decreased, and electrocardiography showed increased JT- and PQ intervals as well as decreased QRS amplitude. Behavioral analysis of the mutants demonstrated a mild increase in exploratory behavior, but decreased locomotor activity and reduced muscle strength. Analysis of differential gene expression revealed 110 regulated genes in heart and brain. Using real-time PCR, we confirmed *Nup155 *being down regulated in both organs.

**Conclusion:**

The loss of *Eya3 *in the mouse has no apparent effect on eye development. The wide-spread expression of *Eya3 *in mouse and zebrafish embryos is in contrast to the restricted expression pattern in *Xenopus *embryos. The loss of *Eya3 *in mice leads to a broad spectrum of minor physiological changes. Among them, the mutant mice move less than the wild-type mice and, together with the effects on respiratory, muscle and heart function, the mutation might lead to more severe effects when the mice become older. Therefore, future investigations of *Eya3 *function should focus on aging mice.

## Background

*Eya3 *is one of four mammalian orthologous genes (*Eya1-4*) of *eyes absent *(*eya*) in *Drosophila melanogaster *[1,2]. Previous investigations demonstrated that a homozygous knockout of *eya *function in *D. melanogaster *results in severe embryonic defects and absence of compound eyes due to eye progenitor cell death [3,4]. Like *eyes absent *in *Drosophila*, mammalian *Eya *genes encode for transcriptional co-activator proteins and are widely co-expressed with *Pax6*, *Six1*, *Six2 *and *Dachshund (Dach) *genes. It is assumed that *Eya *genes are part of a hierarchically organized and highly conserved regulatory network during eye development with *Pax6 *on its top and *Six *and *Dach *genes as major players [5].

Eya proteins interact as transcriptional cofactors with Six and Dachshund proteins and do not possess DNA-binding properties. Eya proteins are characterized by a conserved 271-aa C-terminal domain (Eya domain, ED) which is believed to have a dual function [6]: on one hand, it mediates protein-protein interactions with Six and Dachshund proteins [7,8]; it is further required for nuclear translocation of Eya proteins [9]. On the other hand, *in-vitro *experiments demonstrated a tyrosine-phosphatase activity of the ED suggesting a catalytic function of this domain [10,11]. A second and far less conserved domain is the Eya domain 2 (ED2), which is located in the N-terminal region of the protein and presumably serves as a transactivation domain [12].

The relevance of mutations in the ED for the emergence of diseases has been widely shown for *Eya1*. In humans, *EYA1 *haploinsufficiency is responsible for branchio-oto-renal (BOR) syndrome or branchio-oto (BO) syndrome. BOR is an autosomal dominant disorder characterized by branchial cysts, ear malformations, hearing loss and renal abnormalities. Interestingly, the majority of BOR disease-associated missense mutations clusters in the ED and therefore suggest an important role for the ED in the development of these diseases [13]. Mice in which 153 of 271 amino acids of the Eya1-ED have been deleted die at birth and show severe craniofacial and skeletal defects and an absence of ears, kidneys, thymus and parathyroid glands [14]. *Eya1*^+/- ^mice show a phenotype, which is comparable to humans suffering from BOR syndrome. They display renal abnormalities and conductive hearing loss. Neither *Eya1*^+/- ^nor *Eya1*^-/- ^mice reveal ocular defects and only in a few cases could *Eya1 *mutations be associated with congenital cataracts and ocular anterior segment anomalies in humans [15].

Moreover, *Eya *genes are associated with the proper development of muscles. *Drosophila eya *mutants show musculature defects [16]; mouse embryos deficient for *Eya1 *and *Six1 *have a complete absence of all hypaxial muscle and a severe reduction of epaxial muscle [17]. While neither in *Eya1*^-/- ^nor in *Eya2*^-/- ^mice can a muscle phenotype be observed, *Eya1*^-/-^*Eya2*^-/- ^double knockout embryos display muscle-less limbs [18]. For *Eya2 *it was shown in tissue culture experiments that it interacts with *Six1 *and *Dach2 *to regulate *Pax3 *and therefore to influence myogenic differentiation [19]. In addition, *Eya *genes seem to play a role in heart and auditory function in vertebrates. Mutations of the *EYA4 *gene resulting in truncated EYA4 proteins cause dilated cardiomyopathy and conductive hearing loss in humans [20,21] and *Eya4 *mutations in mice are responsible for an abnormal morphology of the middle ear [22]. Injection of morpholino oligonucleotides against *Eya4 *into zebrafish (*Danio rerio*) embryos indicated an abnormal morphological and physiological phenotype of the heart [20]. Obviously, *Eya *genes are involved in the proper development of many tissues in vertebrates including the ear, muscles, heart, renal system and possibly the eye.

However, the influence of *Eya3 *on developmental processes in mice and other mammals is rather unknown. *In-vitro *experiments showed that *Eya3 *is important for cell-autonomous proliferation of murine myoblast C2C12 cells [17]. In addition, studies in *Xenopus *revealed a strong influence of the *Eya3 *homologous gene *Xeya3 *on survival and proliferation of neural progenitor cells in the anterior neural plate of *Xenopus *embryos [23]. There are, however, no indications for a similar expression pattern, neither in fishes nor in mice, and we cannot observe a brain phenotype in our mouse *Eya3 *mutants. To our knowledge, this *Eya3*-deficient mutant is the first mouse model for a mutation affecting *Eya3 *and therefore an excellent model to study its function in mammals. Our systemic analysis within the German Mouse Clinic (GMC) demonstrated a broad spectrum of minor physiological changes in the *Eya3*-deficient mice. Among them, the reduced movement of the mutant mice and effects on their respiratory, muscle and heart function are the most striking changes.

## Results

### 1. Molecular characterization of *Eya3*-deficient mice

Gene trap vector insertion was detected in a 16.7 kb large intronic region of the *Eya3 *gene (intron 7) using 5'RACE and PCR experiments and combining different forward primers and a reverse primer in the *lac*Z cassette of the pT1βgeo-vector. By cloning and sequencing of a 2.1 kb fragment in this region the integration site was determined to 132.23 Mb on chromosome 4 (*Ensembl *database, release No. 50, 2008) (Fig. 1a, 1b). Genotyping of mice confirmed the vector integration at the determined locus (Fig. 1c).

**Figure 1:**
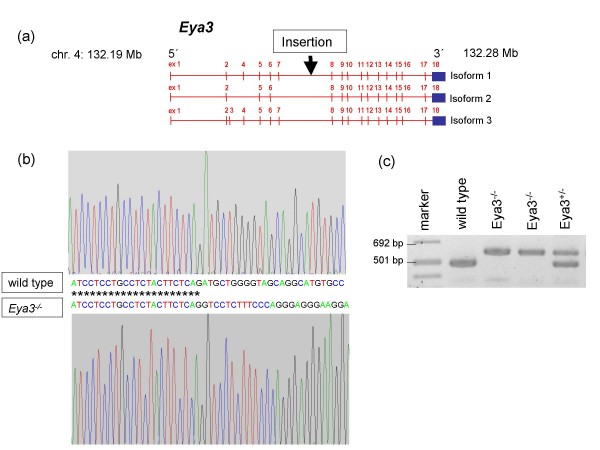
**Generation of *Eya3*-deficient mice by insertional mutagenesis**. (a) Schematic illustration of the gene trap vector integration into intron 7 of the *Eya3 *gene resulting in a loss of the following exons. (b) Sequence fragment of the *Eya3 *gene. The upper chromatogram displays the sequence of wild-type mice, while the lower chromatogram shows the vector integration in mutant mice at 132.23 Mb on chromosome 4 (*Ensembl *database, release No. 50, 2008). (c) *Eya3 *mutant mice were genotyped by triplex PCR with a genomic forward primer combined with a genomic reverse primer for identification of wild-type animals and with a reverse primer within the gene trap vector for identification of homozygous mutant animals.

RT-PCR and Northern-Blotting demonstrated the complete loss of exons 8–15 of the *Eya3 *gene in homozygous mutant animals. Transcripts containing exons 1–8 were detected in wild-type and heterozygous embryos at the age of E11.5 (whole embryo), E13.5 (head) and E15.5 (head). In contrast, no transcripts covering the exons 1–8, 8–11 or 12–15 were detectable in homozygous *Eya3*-mutants (Fig. 2a). Additionally, using a probe covering exons 8–11, Northern-Blotting (RNA from E15.5) were consistent with the results received from RT-PCR (Fig. 2b).

**Figure 2:**
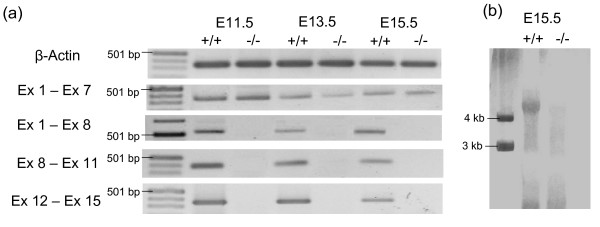
**Mutation of *Eya3 *causes a loss of exons 8 – 15 in homozygous mutants**. (a) RT-PCR with cDNA of wild type and *Eya3*^-/- ^embryos at developmental stages E11.5 (whole embryo), E13.5 (head), E15.5 (head) showed the loss of exons 8 – 15 of the *Eya3 *gene in *Eya3*^-/- ^mice. (b) Northern-Blotting using RNA of wild-type and *Eya3*^-/- ^embryos (E15.5) with a riboprobe against exons 8 – 11 confirmed the data received from RT-PCR.

150 offspring from heterozygous matings have been checked: there were 76 males (50.5%) and 74 females (49.5%); 35 animals were wild type (23%), 85 heterozygous (57%) and 30 animals homozygous mutants (20%); the mean litter size was 5.2 offspring. These date indicate no major deviation from the expected numbers according to the Mendelian laws suggesting normal fertility of the heterozygotes and survival of the homozygous mutants.

### 2. Expression pattern of *Eya3 *in the mouse and consequences of *Eya3 *invalidation

*Eya3 *shows a complex expression pattern during embryonic development. The expression pattern of *Eya3 *is identical, if analyzed by *in-situ *hybridization in wild-type embryos or by β-Gal expression in *Eya3*^-/- ^mutant mice; data gathered from β-Gal staining of mutant embryos (Fig. 3a) demonstrated an expression of *Eya3 *at E9.5 in the developing neural tissues predominantly in the neural epithelium of the telencephalic vesicle and the later forebrain. Further on, *lac*Z staining is found in the somites, in the mandibular and maxillary component of the first branchial arch, in the optic vesicle and in the otic vesicle. In addition, an expression in the forelimb bud is visible. The expression of *lacZ *continues at the developmental stage E10.5 in the epithelium of the telencephalic vesicle and in tectorial regions of the developing brain. Moreover, *Eya3 *expression is indicated in the region surrounding the olfactory pit, the somites, fore- and hindlimb bud and in the trigeminal nerve. The first and second branchial arches display *Eya3/lac*Z transcripts, but the expression in the first branchial arch is mainly restricted to the mandibular component. At E11.5 *Eya3 *expression is detectable in the olfactory pit, the developing eye, the otic vesicle, tectorial and pretectorial regions of the brain, fore- and hindlimbs and in somites. At E12.5, *Eya3 *transcripts are most prominent in the limbs, in the tail and in cortical regions of the brain. Later (E13.5), the expression of *Eya3 *continues in the cerebellar cortex and in the limbs as well as in the ventral and dorsal grey horn of the spinal cord (not shown).

**Figure 3:**
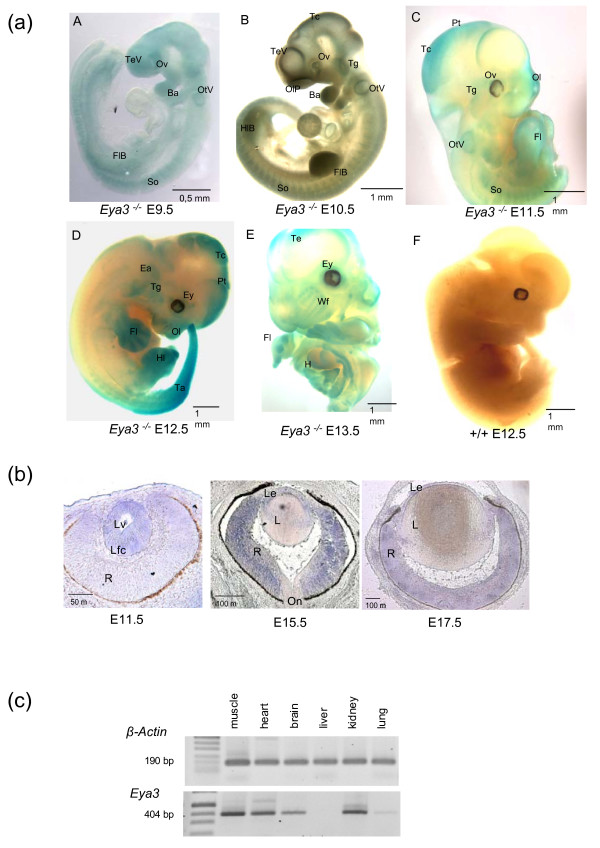
**Expression pattern of *Eya3 *in mice**. (a) Expression analysis of *Eya3 *by *lac*Z-staining in homozygous *Eya3*^-/- ^embryos (A – E, E9.5 – E13.5) revealed an expression of *Eya3 *in specific regions including the eyes, limbs, somites, branchial arches, tectorial regions, and in different areas of the developing brain. Since the expression pattern of *Eya3 *is identical, if analyzed by *in-situ *hybridization in wild-type embryos or by β-Gal expression in *Eya3*^-/- ^mutant mice, only the mutant data are shown. Wild-type embryos as negative controls did not show *lacZ*-staining (F). (Ba, branchial arches; Ey, eye; Ea, ear; Fl, forelimb; FlB, forelimb bud; H, heart; Hl, hindlimb; HlB, hindlimb bud; OlP, olfactory pit; Ol, olfactory region; Ov, optic vesicle; OtV, otic vesicle; Pt, pretectorial region; So, somites; Tc, tectorial region; Ta, tail; Te, telencephalon; TeV, telencephalic vesicle; Tg, trigeminal nerve; Wf, follicle of whiskers). (b) Expression analysis of *Eya3 *in the eye with *in-situ *hybridization displayed transcripts in the detaching lens at E11.5 and afterwards in the lens epithelium and in the retina (E15.5 – E17.5) (L, lens; Le, lens epithelium; Lfc, lens fiber cells; Lv lens vesicle; R, retina; On, optic nerve). (c) RT-PCR with cDNA of adult mice showed an *Eya3 *expression in muscle, heart, brain, kidney and lung, however, no *Eya3 *transcript was found in the liver.

*Eya3 *expression in the eye (Fig. 3b) is first visible at E10.5 in the detaching lens vesicle. Later on transcripts are restricted to the retina and the lens epithelium (E15.5 – E17.5). In adult mice (Fig. 3c), an expression of *Eya3 *was traceable by RT-PCR in the brain, skeletal muscles, heart and kidneys. The lung displayed only a very weak *Eya3 *expression, while in the liver no expression was detected.

### 3. *Eya3 *expression in zebrafish development

Because of the obvious strong difference in the *Eya3 *expression pattern between mouse and *Xenopus*, we investigated *Eya3 *expression also in zebrafish embryos. Like at early developmental stages in mice, whole mount *in-situ *hybridization revealed a ubiquitous expression of *eya3 *in early zebrafish embryos throughout gastrulation and early somitogenesis. At the 10-somite-stage (14 hours post-fertilization, hpf), expression becomes more restricted to the anterior part of the embryo and at the 20-somite-stage (19 hpf) it is most prominent in the brain and developing eye. By the beginning of the second day of development (28 hpf), *eya3 *expression strongly decreases and becomes only weakly detectable in the eye, optic tectum and olfactory placode (Fig. 4).

**Figure 4:**
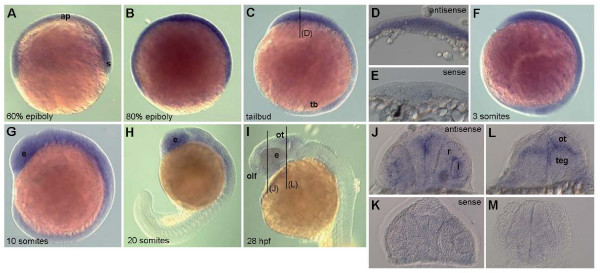
**Whole-mount *in-situ *hybridization for *eya3 *expression in zebrafish embryos**. Whole-mount *in-situ *hybridization for *eya3 *expression in zebrafish embryos reveals a ubiquitous expression of *eya3 *throughout gastrulation and early somitogenesis (A-F). Cross sections at the tailbud stage (level indicated in C) confirm expression in all cell layers (D), compared to a hybridization using the sense probe (E). The expression is more restricted to the anterior part of the embryo at 14 hpf (G). From 19 hpf the expression is most prominent in the developing brain and eye (H). By the beginning of the second day (28 hpf) (I) *eya3 *expression strongly decreases and is only weakly detectable in the eye, optic tectum, tegmentum and olfactory placode. This is confirmed on cross sections (J, L, at the levels indicated in I) compared to hybridization with the sense probe (K, M). Abbreviations: ap, animal pole; e, eye; l, lens; ot, optic tectum; olf, olfactory placode; r, retina; s, shield; tb, tailbud; teg, tegmentum.

### 4. General characterization of the *Eya3*^-/- ^phenotype

In cooperation with the German Mouse Clinic [24] 24 wild-type controls (14 ♂, 10 ♀) and 24 *Eya3*^-/- ^mice (14 ♂, 10 ♀) have been analyzed in a comprehensive phenotypic screen.

*Eya3 *mutant animals have been investigated for bone- and weight-related quantitative parameters at the age of 18 weeks. Among these parameters, the homozygous *Eya3 *mutants showed significant differences in bone mineral content, body weight and body length as compared to the control littermates. At the age of 18 weeks, these three parameters were significantly (p < 0.05) reduced in male mutants. Female mutants also displayed lower values compared to wild-type animals without reaching the level of statistical significance (table 1).

**Table 1:** Bone- and weight-related quantitative parameters (18 week old mice)

	**Wild type**		***Eya3*^-/-^**	
	male	female	male	female
Parameter	n = 9	n = 9	n = 10	n = 9
Bone mineral content [mg]	557 ± 33	467 ± 21	422 ± 39*	447 ± 33
Body length [cm]	9.06 ± 0.06	8.89 ± 0.07	8.60 ± 0.15*	8.67 ± 0.08
Body weight [g]	27.29 ± 0.63	21.05 ± 0.44	23.96 ± 1.12*	20.57 ± 0.82

*p < 0.05 (as compared to the corresponding group of wild-type mice); data are presented as mean ± standard error of the mean

Data from expression analysis demonstrated that *Eya3 *is expressed in the developing ear and in the adult kidney. However, no significant differences between *Eya3 *knockout and wild-type animals have been observed in either functional or histological analyses, suggesting that *Eya3 *is not a major player in these organs. Moreover, expression analysis displayed that *Eya3 *is expressed in the retina and in the lens epithelium of the eye (Fig. 3b), suggesting that *Eya3 *may be important for proper lens and retina development. However, **histological analysis **of eyes taken from adult mice revealed no morphological differences between wild-type controls and homozygous *Eya3 *mutant mice (Fig. 5a, b). Further on, the investigation of the posterior part of the eye by **funduscopy **(Fig. 5c) did not show striking phenotypical differences of the retinal structure between wild-type and mutant animals. In addition to the morphological examination of the retina a rough functional analysis was done by **electroretinography **(ERG) (Fig. 6a). Measurement of retinal and ganglion cell response to the light stimulus displayed no significant (p > 0.05) deviations in mutant animals compared to wild-type controls.

**Figure 5:**
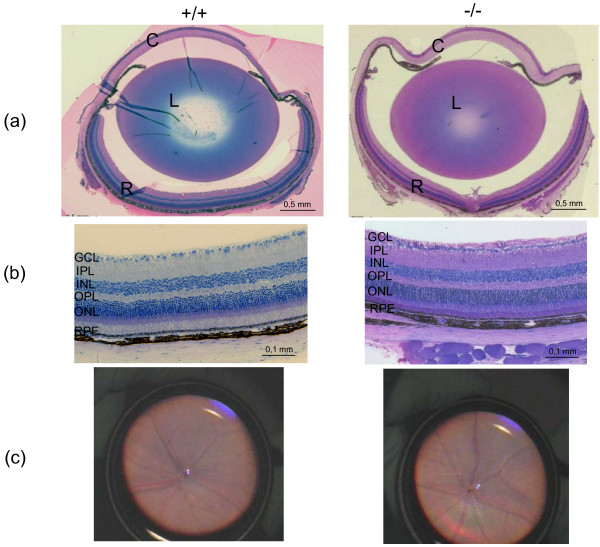
**Histology and funduscopy of the eye in *Eya3 *mouse mutants**. (a) Histology of the eye showed no morphological differences between wild-type mice and homozygous mutants (C, cornea; L, lens; R, retina). In line with these results histological analysis (b) and funduscopy (c) of the retina could not detect structural impairments in mutant animals (GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; RPE retinal pigment epithelium).

**Figure 6:**
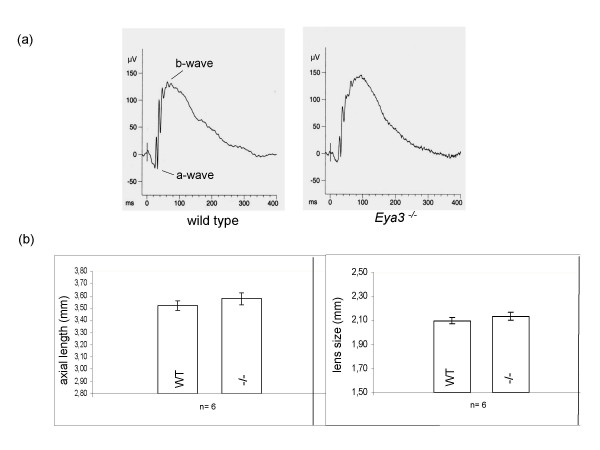
**Electroretinography (ERG) and laser interference biometry**. (a) The electroretinography displays no obvious deviations in the shape of the a-wave (response of photoreceptor cells) and b-wave (response of bi-polar cells) between wild-type controls and *Eya3 *mutant animals. (b) Measurement of the axial length of the entire eye and of the lens size in particular did not reveal significant alterations in *Eya3 *mutant animals compared to wild-type controls.

An investigation of the eye size by **laser interference biometry **was performed to identify eye size variation between wild-type controls and *Eya3 *mutant animals (Fig. 6b). Anterior chamber depth, lens size and axial length were measured revealing no significant (p > 0.05) deviations between wild-type mice and homozygous *Eya3 *mutant mice.

#### Alteration in lung, heart and muscle function

The expression analysis (Fig. 3) demonstrated that *Eya3 *is expressed in heart and muscle, but only weakly in the lung. Nevertheless, systematic analysis of the function of these three organ systems showed significant alterations.

To evaluate the **lung function**, several parameters have been tested in male *Eya3*^-/- ^mutants and compared to wild-type littermates (tidal volumes, respiratory rates, minute ventilation, inspiratory and expiratory times as well as peak inspiratory and peak expiratory flow rates). Among these parameters, the tidal volume at rest is significantly reduced (p < 0.05) in the mutants (+/+: 0.25 ± 0.01 ml, n = 5; *Eya3*^-/-^: 0.22 ± 0.01 ml, n = 4). This difference is more striking (p < 0.02), if related to the body weight (+/+: 10.1 ± 0.3 μl/g, n = 5; *Eya3*^-/-^: 8.7 ± 0.3 μl/g, n = 4). In this context, it might be of interest that the respiratory rate of the mutant mice is enhanced, even if it does not reach the level of statistical significance (+/+: 302.2 ± 9.3/min, n = 5; *Eya3*^-/-^: 342.6 ± 19.1/min, n = 4). However, this may suggest that compensatory mechanisms are triggered. The reduced muscle strength – if transferable to respiratory muscles – may limit the potential volume to be inspired and, thus, result in the observed reduced tidal volume. Consequently, the respiratory rate is increased leading to strikingly similar minute ventilations in wild type and *Eya3*^-/- ^(72.7 ± 3.5 ml/min vs. 71.0 ± 1.6 ml/min).

In addition, **cardiovascular function **was examined by tail-cuff blood pressure and by electrocardiography (ECG). Analysis of blood pressure revealed no genotype-specific differences between wild-type and mutant mice. In contrast, the ECG showed significant genotype-specific differences between controls and mutants of both sexes (Fig. 7). The time from onset of the electrical impulse in the sinu-atrial node until ventricular depolarization (PQ-interval) was increased. Additionally, the time from ventricular depolarization to repolarization (JT-interval) was extended, and the amplitude of the QRS-complex representing ventricular depolarization was highly significantly decreased in mutant animals (table 2).

**Figure 7:**
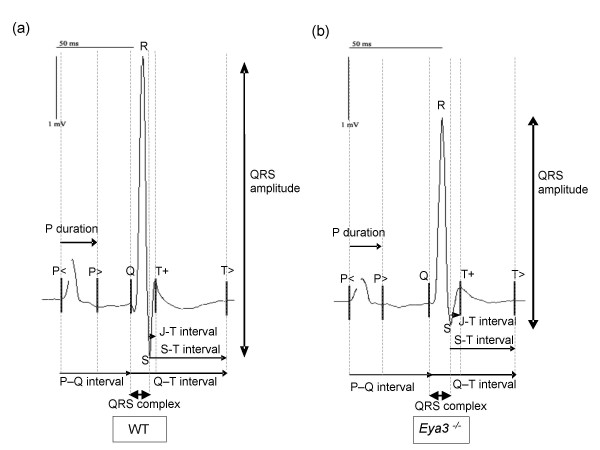
**Electrocardiography (ECG) of wild-type and *Eya3*^-/- ^mutant mice**. a) Electrocardiogram of a wild-type control. b) Electrocardiogram of an *Eya3*^-/-^animal is shown. *Eya3 *mutant mice of both sexes displayed several alterations compared to the control animals: the PQ-interval and the JT-interval are extended in mutants, while the amplitude of the QRS-complex is reduced in *Eya3*^-/- ^animals (alterations are indicated by black arrows).

**Table 2:** ECG-Parameters (15 week old mice)

	**Wild type**		***Eya3*^-/-^**	
	male	female	male	female
Parameter	n = 8	n = 9	n = 10	n = 9
PQ interval [ms]	38.6 ± 0.7	40.8 ± 0.7	41.3 ± 1.6*	43.6 ± 0.9*
P-wave duration [ms]	20.4 ± 0.6	20.4 ± 0.8	20.8 ± 0.6	21.4 ± 0.3
QRS-complex duration [ms]	9.6 ± 0.2	9.6 ± 0.2	10.0 ± 0.2	9.8 ± 0.3
QT interval [ms]	46.2 ± 1.3	41.7 ± 0.6	45.6 ± 2.1	42.7 ± 0.6
QT_corrected _[ms]	40.6 ± 1.4	36.5 ± 0.5	40.1 ± 1.5	38.2 ± 0.7
RR interval [ms]	130.6 ± 3.8	130.9 ± 4.1	130.1 ± 4.9	125.2 ± 3.7
Heart rate [bpm]	463.7 ± 13.5	463.4 ± 14.2	469.1 ± 18.6	482.7 ± 13.3
JT interval [ms]	4.1 ± 0.6	3.7 ± 0.1	6.0 ± 1.1*	5.4 ± 0.4*
ST interval [ms]	36.6 ± 1.5	32.1 ± 0.6	35.6 ± 2.1	32.9 ± 0.6
Q amplitude [mV]	0.01 ± 0.00	0.02 ± 0.01	0.04 ± 0.01**	0.03 ± 0.01**
R amplitude [mV]	3.10 ± 0.18	3.16 ± 0.35	2.32 ± 0.14**	2.33 ± 0.29**
S amplitude [mV]	-1.26 ± 0.22	-1.03 ± 0.16	-0.95 ± 0.14	-1.01 ± 0.16
QRS amplitude [mV]	4.35 ± 0.17	4.19 ± 0.40	3.28 ± 0.13***	3.34 ± 0.22***

*p < 0.05; **p < 0.01; ***p < 0.001 (as compared to the corresponding group of wild-type mice); data are presented as mean ± standard error of the mean

For evaluation of the **behavioral phenotype**, the spontaneous activity of mice was measured using a modified hole-board test. The mutants demonstrated a mild increase in exploratory behavior as indicated by a reduced latency to hole exploration. The frequency of rearings in the box was also enhanced in the mutants. However, the difference did not reach the level of statistical significance. In contrast, mutant mice exhibited a reduced forward locomotor activity, measured as reduced distance travel, reduced maximum velocity and reduced frequency of turns; the mean velocity was also reduced, but the difference did not reach the level of significance (table 3). The reduced locomotor activity might be associated with reduced muscle strength in these mice as indicated by the results of the forelimb grip strength test: *Eya3 *mutant mice of both sexes revealed a significant (p < 0.05) reduction of muscle strength. However, the performance on the Rotarod was only slightly impaired and did not reach the level of statistical significance.

**Table 3:** Results of behavioural observations (8–10 week old mice).

	**Wild type**		***Eya3*^-/-^**	
	male	female	male	female
Parameter	n = 15	n = 9	n = 15	n = 9
Forward locomotor activity (total distance travelled) [cm]	3387.2 ± 124.9	3534.3 ± 115.5	3086.8 ± 126.5*	3248.6 ± 71.4*
Speed of movement (maximum velocity) [cm/sec]	62.9 ± 1.9	59.8 ± 3.2	55.0 ± 1.9*	58.2 ± 1.9*
Turns [frequency]	1714.9 ± 46.1	1776.8 ± 41.7	1610.3 ± 41.6*	1688.8 ± 39.8*
Exploratory behaviour (hole exploration) [latency]	14.6 ± 3.7	13.9 ± 3.1	8.1 ± 1.5*	8.5 ± 1.6*
Grip strength (force) [p]	121.7 ± 2.8	99.3 ± 3.7	102.8 ± 4,9**	89.9 ± 3.9**

*p < 0.05; **p < 0.01 (as compared to the corresponding group of wild-type mice); data are presented as mean ± standard error of the mean

#### Analysis of differentially expressed genes in *Eya3 *mutant mice

Since the members of the *Eya *gene family are discussed to be members of a conserved regulatory network during eye development including also *Six *and *Dach *genes and *Pax6 *on its top [5], we tested the influence of the loss of *Eya3 *activity on their expression. Fig. 8a demonstrates that all six *Six *genes as well as the two *Dach *genes are not changed in their overall expression at least within the critical phase of early eye development between E11.5 and E15.5. On the other side, we checked also the *Eya3 *expression in two *Pax6 *mutant alleles (Fig. 8b; allele symbols *Aey11*, *ADD4802*; 39); the overall *Eya3 *expression is obviously not altered even in homozygous *Pax6 *mutant embryos. The same is true in a *Pitx3 *mutant *aphakia *(allele symbol *ak*; Fig. 8c; [25]). These results indicate that Eya3 is no major player in the regulatory network of eye development.

**Figure 8:**
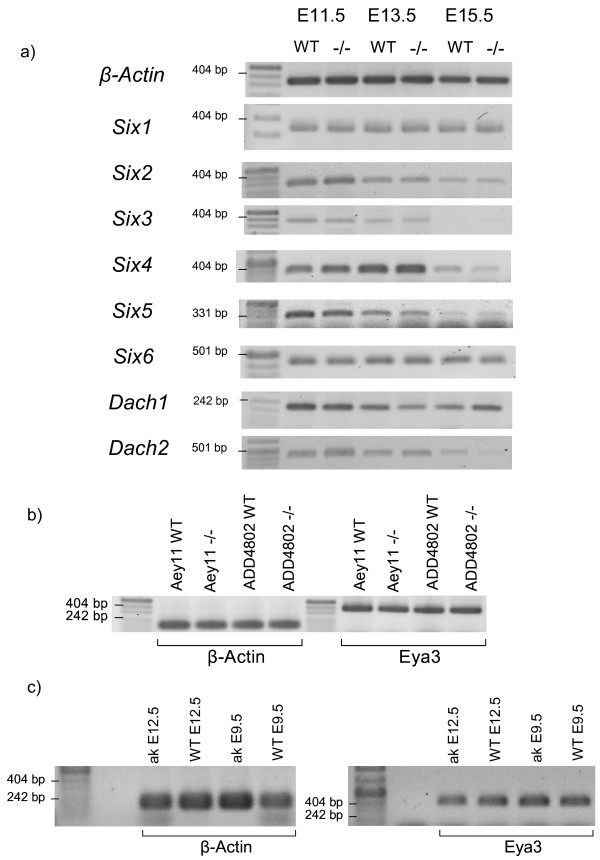
***Eya3 *and the retinal determination network**. a) The expression of all six *Six *genes (*Six1 *– *Six6*) and the two *Dach *(*Dach1*, *Dach2*) genes have been investigated in wild-type and homozygous mutant embryos by RT-PCR using total mRNA; β-actin was used as loading control. b) *Eya3 *expression was tested in embryos of two homozygous *Pax6 *mutant alleles (*Pax6*^*Aey*11 ^and *Pax6*^*ADD*4802^); β-actin was used as loading control. b) *Eya3 *expression was tested in embryos of a homozygous *Pitx3 *mutant allele (*Pitx3*^*ak*^); β-actin was used as loading control.

To obtain a systematic overview on the expression of downstream target genes, we performed an expression profiling analysis using a genome-wide cDNA microarray approach. Gene expression patterns of skeletal muscle, heart, and brain of adult, homozygous *Eya3 *mutants were compared to wild-type littermates. 

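Brain, heart and skeletal muscle RNA of 4 male *Eya3*^-/- ^mice (here W to Z, in the order of their numbers in the sample labels) was hybridised to glass arrays of 20794 cDNA clones, with a pool of wild-type RNA of the same organ in the other channel. Every mouse and organ was measured on 2 arrays with the dyes exchanged, which makes 8 arrays per organ and 24 in all. The letters W to Z are not the letters A to D of Fig. 9, whose order of mice seems to run the other way from the labels. The paper gives an age of 12 to 13 weeks and a pool of 5 controls, whereas the sample labels give 13 weeks and 6 animals. The authors normalized the scanner signals with MIDAS, and the paper's text does not name the normalization method. The deposited values are log2 ratios that had already been turned so that both dye orientations of a mouse run the same way. The direction is likely mutant over wild-type pool, since the haemoglobin clones keep one sign on both arrays of a mouse and lie below 0 in brain and heart, the direction shown in Fig. 9. Between 4.75% and 24.5% of the clones had no value on an array (median 11.1%), the array medians lay between -0.26 and 0.14, and 31 to 223 values per array lay beyond 10 in size. A gene symbol was given for 12771 clones, and 8023 clones had none. The 2 arrays of a mouse were averaged, so that n = 4 mice per organ, and a clone was tested when at least 3 mice had a value on both arrays. Mean ratios were compared with 0 by limma at an adjusted p under 0.10, after the limit of 10% false positives in the methods, and the pool counts as a single control sample, so the spread between wild-type animals is left out and a deviation of the pool counts as a difference in every mouse. Across clones, which are not independent replicates, Pearson's r between the dye-swapped arrays of one mouse had a median of -0.03 in brain, -0.06 in heart and -0.04 in muscle. The median was 0.05 in brain, 0.05 in heart and 0.03 in muscle between arrays of the same dye orientation from different mice. The single *Eya3 *clone had no usable value in brain or muscle and values of 0.02 and -0.38 from 2 mice in heart, so it could not serve as a check of the genotype. By Spearman's rank correlation the medians were -0.04 in brain, -0.12 in heart and -0.05 in muscle between the dye-swapped arrays of one mouse. Between arrays of the same dye orientation they were 0.15, 0.12 and 0.06, respectively. The number of arrays and the low agreement of the dye-swapped arrays limit the precision.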

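In skeletal muscle, the lowest p-values belonged to *Itpk1*, an inositol phosphate kinase, with a log2 ratio of 1.58 ± 0.43 (SD, n = 4 mice), *Rab6a*, a GTPase of Golgi transport, with 1.68 ± 0.20 (SD, n = 3 mice), *Hook2*, with 1.25 ± 0.39 (SD, n = 4 mice), and clones 4456 and 18113, which carry no symbol. None of these 5 clones passed limma, whose lowest adjusted p was 0.954. Of 18 measured genes of fast muscle fibres, 16 had a mean ratio below 0 (median -0.08), and of 15 genes of slow fibres 11 did (median -0.13). Neither list passed camera, a test of a list against all other genes (adjusted p = 0.695 for both). The median of the 6 haemoglobin clones varied between the mice, with 1.25 in mouse W, -0.19 in mouse X, 0.88 in mouse Y and -1.57 in mouse Z. Over the 15210 clones tested, limma called 0 and SAM called 0 on the mouse means and 0 on the 8 single arrays, and 521 clones had an unadjusted p under 0.05 where chance gives 760.5. Of 9697 clones measured in all 4 mice, 672 lay above 0 and 477 below 0 in each. In simulated muscle data limma recovered 0% of 200 clones changed by 1 on the log2 scale, 47.5% of those changed by 2 and 82% of those changed by 4.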

In skeletal muscles of *Eya3 *mutant mice no significantly regulated genes were detected between mutant and wild-type tissue. In contrast, 93 differentially expressed genes were identified in brain (13 up- and 80 down-regulated genes; Fig. 9a). 

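In brain, the lowest p-values belonged to *Dpep3*, a dipeptidase, with a log2 ratio of 2.15 ± 0.61 (SD, n = 4 mice), clone 15203 with 1.29 ± 0.09 (SD, n = 4 mice), clone 7804 with -1.01 ± 0.05 (SD, n = 4 mice), and clones 8263 and 15873, the clones being without a symbol. The 6 measured clones of *Hba-a1*, a chain of haemoglobin, lay below 0 in all 4 mice, with means from -1.08 to -0.92. The adjusted p from limma was 0.518 for all of these clones. Over the 15846 clones tested, limma called 0, and 1480 clones had an unadjusted p under 0.05 where chance gives 792.3. Of 12083 clones measured in all 4 mice, 1217 lay above 0 and 1892 below 0 in each of them, which a deviation of the shared pool can give without any effect of the mutation. SAM called 0 clones on the mouse means. On the 8 single arrays, where the dye swap of a mouse counts as a further sample, SAM called 27 clones, 10 higher and 17 lower. The higher ones included *Glul *clone 19153, of the glutamine synthetase of astrocytes (1.17), and *Ass1*, an enzyme of arginine synthesis (1.13). Clones with numbers close to that of the *Glul *clone were called with similar values. They were *Commd3 *clone 19163 (1.10), *Pdlim4 *clone 19178 (1.10), *Atp5h *clone 19212 (1.10) and clone 19221 (1.24). Whether the place of these clones in the clone set plays a part was not tested. The other brain clone of *Glul*, clone 2548, had -0.31 ± 0.21 (SD, n = 4 mice) and lay below 0 in all 4 mice. The lower ones included 5 clones of *Hba-a1* and those of *Ucma *(-1.13), *Krt16*, a keratin (-1.10), and *Fbxo32*, a ubiquitin ligase subunit (-1.07). The clones of *Ucma*, *Krt16* and *Fbxo32 *took values near those of the haemoglobin clones over mice and organs, so their fall may not be specific to these genes. Clone 15203 was also called by limma when the 8 arrays were taken as samples. Simulated brain data gave limma 0% of 200 clones changed by 1 on the log2 scale, 66.5% of those changed by 2 and 90% of those changed by 4.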

In heart tissue all 17 differentially regulated genes showed decreased expression levels in the *Eya3 *mutant mice (Fig. 9b). 

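In heart, the lowest p-value belonged to *Gstm2*, a glutathione S-transferase, with a log2 ratio of -2.28 ± 0.14 (SD, n = 4 mice) and an adjusted p of 0.291 from limma. It was followed by *Emc10*, a subunit of a membrane protein complex of the endoplasmic reticulum, with -1.96 ± 0.28 (SD, n = 3 mice), clone 15203 with 1.41 ± 0.40 (SD, n = 4 mice), *Plcl2 *with 1.46 ± 0.12 (SD, n = 3 mice) and *Adora3*, an adenosine receptor, with 1.95 ± 0.51 (SD, n = 3 mice), all at an adjusted p of 0.802. The median of 6 haemoglobin clones was -0.52 ± 0.28 (SD, n = 4 mice). Over the 16241 clones tested, limma called 0, and 848 clones had an unadjusted p under 0.05 where chance gives 812.05. SAM called 1 clone on the mouse means, that of *Gstm2*, and 4 on the 8 single arrays, which were *Gstm2*, *Mllt11 *clone 13148 (-0.80) and clones 15203 and 124 (0.77). The other clone of *Mllt11*, clone 16389, had 0.05 ± 0.33 (SD, n = 4 mice) in heart. SAM on the mouse means also called 2 clones in simulated heart data without any change, so a count of 1 call is not beyond what it can give by chance. That single simulation compared the number of calls and not their size, so it does not decide on *Gstm2 *itself. *Gstm2 *was called by limma when only clones with a value on all 8 arrays were tested. Of 11299 clones measured in all 4 mice, 1084 lay above 0 and 853 below 0 in each. The share of 200 simulated changed clones that limma recovered in heart was 0% at a log2 change of 1, 62.5% at 2 and 84.5% at 4.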

Due to the limited number of regulated genes, no over-representation of Gene Ontology (GO) terms could be identified in these 17 genes. However, among the differentially regulated genes in the brain, the macromolecule biosynthetic process was over-represented for biological processes, and the structural constituent of cytoskeleton and structural constituent of ribosome were over-represented for molecular functions.

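Among the gene lists fixed before the data were examined, the ribosomal proteins and the genes of oxidative phosphorylation lay slightly above 0 in heart. Of 58 measured ribosomal protein genes 46 were above 0 (median log2 ratio 0.15), among them *Rpl10a *with 0.49 ± 0.35 (SD, n = 4 mice) and *Rpl5 *with 0.39 ± 0.26 (SD, n = 4 mice). Of 71 genes of oxidative phosphorylation, the respiratory chain and ATP synthase of mitochondria, 60 were above 0 (median 0.14). Both lists passed camera with its preset correlation of 0.01 (adjusted p = 0.00402 each) and neither passed with an estimated correlation (adjusted p = 0.902 with an estimated correlation for each). With the mutant in Cy5 the medians were 0.21 for ribosomal proteins and 0.20 for oxidative phosphorylation, and with the mutant in Cy3 they were -0.01 and 0.09. Neither list passed without mouse W or without mouse X. Translation factors had 26 of 33 genes above 0 (median 0.13, adjusted p = 0.080), and the endothelial genes had 13 of 19 below 0 (median -0.20, adjusted p = 0.152). In mouse Y the medians were -0.07 for the ribosomal proteins and -0.15 for oxidative phosphorylation, against values above 0 in the other mice. No single gene of these lists was called by limma over all genes or adjusted over the list alone, while 1 ribosomal protein gene and 1 gene of oxidative phosphorylation had an unadjusted p under 0.05. The list threshold, an adjusted p under 0.05 over the 26 lists tested, was chosen before the list results were seen but after the other choices, and the lists are not the Gene Ontology terms of the paper.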

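In brain, 5 of the 26 lists tested passed camera as lower with its preset correlation, and 0 passed with an estimated one. The paper reports terms of the ribosome and the cytoskeleton among its regulated brain genes. Both results come from the same arrays, so the ribosomal protein and cytoskeleton lists are not independent evidence for it. Ribosomal proteins had 52 of 58 measured genes below 0 (median log2 ratio -0.29), for example *Rps24 *with -0.55 ± 0.18 (SD, n = 4 mice) and *Rpsa *with -0.50 ± 0.15 (SD, n = 4 mice), while *Rpl30 *had 0.54 ± 0.47 (SD, n = 4 mice). Genes of cytoskeleton structure (actins, tubulins, keratins and their partners) had 23 of 28 below 0 (median -0.26), with *Krt16 *at -1.10 ± 0.54 (SD, n = 4 mice) and *Actg1*, a cytoplasmic actin, at -0.68 ± 0.54 (SD, n = 4 mice). The clone of *Krt16* took values near those of the haemoglobin clones over mice and organs, so its fall may not be specific to the gene. The others were oxidative phosphorylation with 60 of 69 below 0 (median -0.24), genes of synapses and neurons with 25 of 28 below 0 (median -0.22), and proteasome and ubiquitin genes with 42 of 55 below 0 (median -0.18).
Camera with the preset correlation gave an adjusted p of 1.4e-06 for ribosomal proteins, 1.44e-05 for oxidative phosphorylation and 0.00159 for synapse and neuron genes (each with an adjusted p = 0.582 with an estimated correlation). It gave 0.00714 for the cytoskeleton and 0.015 for proteasome and ubiquitin genes (each with an adjusted p = 0.616 with an estimated correlation). Fry, which asks whether a list moves on balance in one direction, passed 0 of the lists, and on arrays of a single dye orientation camera passed 2 (mutant in Cy5) and 1 (mutant in Cy3). Limma called 0 of their genes over all genes. Adjusted over the list alone, 2 cytoskeleton genes were higher (*Krt8 *and *Tubb6*) and 1 was lower (*Krt16*), with 0 in the other 4 lists, while 5 ribosomal protein genes, 8 of oxidative phosphorylation, 5 synapse genes and 3 of the proteasome list were lower at an unadjusted p under 0.05. At that level 1 synapse gene was higher, and the cytoskeleton list had 2 genes higher and 5 lower. Some genes of the proteasome list, such as *Psmc3ip*, share only the start of their symbol with proteasome subunits.

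**Figure D1:**
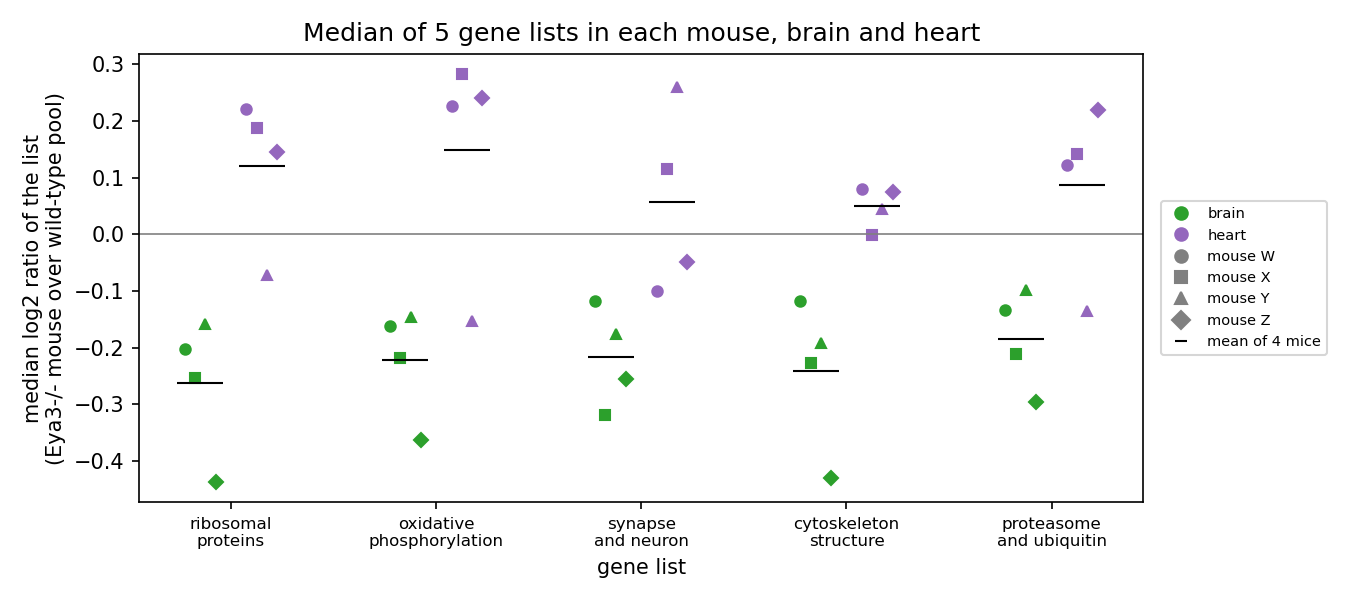
Median log2 ratio of 5 gene lists in each of 4 *Eya3*^-/- ^mice over the wild-type pool, in brain (green) and heart (purple). Symbols stand for mice and the short black lines for the mean of 4 mice. The brain medians of all 5 lists lie below 0 in each mouse, with means from -0.26 to -0.18, and mouse Y lies below 0 in heart for 3 of the lists.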

**Figure 9:**
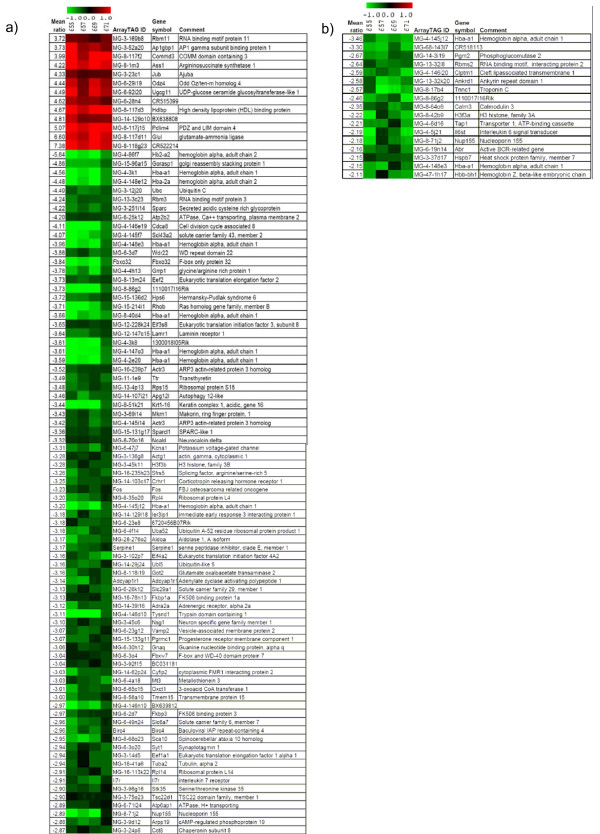
**Heat plots of gene expression profiles from 8 DNA microarray experiments of *Eya3 *mutants versus control mice**. Differential gene expression was analyzed in the brain (a) and in the heart (b). One dye-flip pair represents two experimental replicates of each analyzed mouse (A-D). One ArrayTAG ID is the unique probe identifier from the LION Bioscience clone set. Official gene symbols are given. The scale bar encodes the ratio of the fold induction; 0.7% (a) or 1.3% (b) of the elements are above the upper limit of the color range selection (red is up-regulated and green down-regulated in the *Eya3 *mutant mice).

Among these differentially regulated genes, *Nup155 *(*Nucleoporin 155*) was significantly down-regulated both, in heart (2.1-fold) **and **brain (2.8-fold). 

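*Nup155 *was represented by 1 clone. Its log2 ratio was -0.81 ± 0.45 (SD, n = 4 mice) in brain, a 1.75-fold lower level, and -0.49 ± 0.21 (SD, n = 4 mice) in heart, a 1.40-fold lower level, and it lay below 0 in all 4 mice in both organs. In skeletal muscle the clone had 0.12 ± 1.29 (SD, n = 4 mice), with 1.43 in mouse W, -0.23 in mouse X, 0.81 in mouse Y and -1.52 in mouse Z. The adjusted p from limma was 0.518 in brain, 0.802 in heart and 0.996 in muscle. In brain and in heart an exact two-sided sign-flip permutation test reached the smallest p that 4 mice allow, which lies above the threshold used for limma.
The haemoglobin clones took similar values over the mice and organs. Their median was -1.01 ± 0.43 (SD, n = 4 mice) in brain and 0.09 ± 1.27 (SD, n = 4 mice) in muscle. Over the 12 values of 4 mice in 3 organs, the *Nup155 *clone lay at a root mean square distance of 0.184 from the haemoglobin median, farther than 5 of the 6 haemoglobin clones (0.103 to 0.169 from the median of the others) and nearer than clone 15423 (0.316). The median distance of 6000 clones measured in all 12 cases was 1.05. The order of the mice was that of the haemoglobin median in brain and muscle but not in heart. The nucleoporins, with *Nup155 *among them, did not pass as a group, with 8 of 14 below 0 in brain (median -0.07, adjusted p = 0.841 from camera) and 7 of 13 in heart (median -0.07, adjusted p = 0.681).
On single dye orientations the clone had -0.55 (mutant in Cy5) and -1.07 (mutant in Cy3) in brain and -0.23 and -0.75 in heart. From the lower level in both organs and the part of Nup155 in the transport of proteins and mRNA, the paper proposes that it might contribute to the altered behavior and cardiac function.

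**Figure D2:**
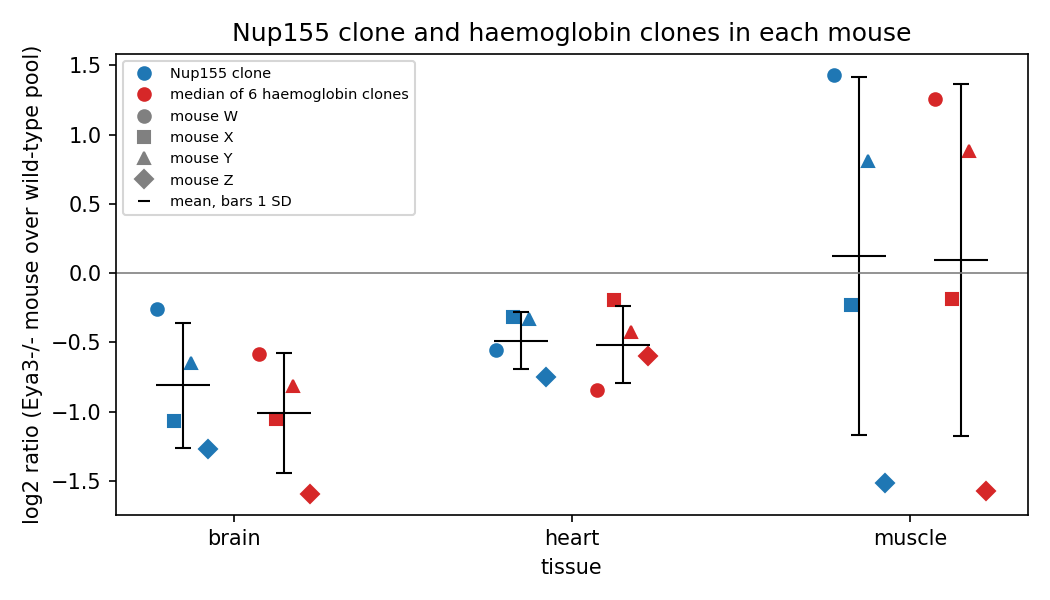
Log2 ratio of the *Nup155 *clone and of the median of 6 haemoglobin clones in each of 4 *Eya3*^-/- ^mice over the wild-type pool, in brain, heart and skeletal muscle. In muscle both are highest in mouse W (1.43 and 1.25) and lowest in mouse Z (-1.52 and -1.57).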

Validation of *Nup155 *expression level with real-time PCR confirmed the differential regulation in both organs of the *Eya3*^-/- ^mutant mice (heart: 1.6-fold, p < 0.05; brain: 2.2-fold, p < 0.01). Since the Nup155 protein is discussed to be involved in the transport of proteins and mRNA, its reduced expression in brain and heart might also contribute to the alterations observed in the behavioral phenotype of the *Eya3 *mutant mice and of their slightly altered cardiac function.

## Discussion

The gene *eyes absent *was shown to have a prominent function during eye development of *Drosophila melanogaster *[3]. In contrast, the mammalian orthologs seem to play a far less important role in eye development.

In contrast to *Xenopus *embryos, where the expression of *Xeya3 *is restricted exclusively to the anterior neural plate and cells of the prospective brain and eye within neurulation (Kriebel et al., 2007), our results from mice and zebrafish display a ubiquitous expression of *Eya3 *in early embryos during neural plate stage. It is only by the end of neurulation that a restriction of *Eya3 *expression to distinct regions like forebrain and eye in mice or optic tectum and eye in zebrafish is observable. Thus, our expression analysis for *Eya3 *in mouse and zebrafish demonstrates striking differences between these organisms and *Xenopus*, suggesting the possibility of different functions for *Eya3 *among vertebrate species.

This might be due to differences in regulatory mechanisms of *Eya3 *between these organisms. Comparative sequence analysis of the *Eya3 *upstream region using mVISTA (Fig. 10) revealed a significantly higher number of conserved non-coding sequences (CNS) between mouse and zebrafish than between mouse and *Xenopus *(mouse ↔ zebrafish: 13 CNS, 1325 bp at 52,9%; mouse ↔ *Xenopus*: 1 CNS, 78 bp, 50%), indicating the possibility that *Eya3 *genes gained individual expression patterns and functions among vertebrate species due to evolutionary determined diversity in regulatory mechanisms.

**Figure 10:**
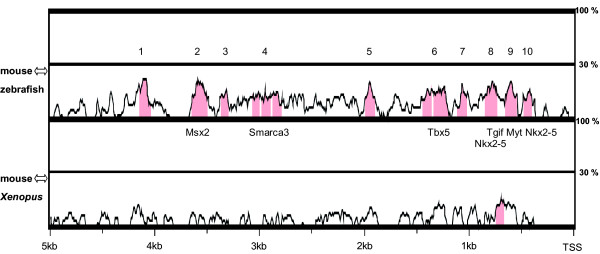
**Conserved elements in *Eya3 *promoter/enhancer region**. Sequence analysis of 5 kb upstream from *Eya3 *transcriptional start site for mouse, zebrafish and *Xenopus *using mVISTA (parameters: 50% sequence identity, 80 bp window length). The analysis revealed 10 conserved non-coding regions within the mouse-zebrafish alignment (sequence identity: 1325 bp at 52.9%, highlighted in red) and only 1 conserved non-coding region for the mouse-*Xenopus *alignment (sequence identity: 78 bp at 50%). Transcription factor binding sites of a matrix similarity of 1.000 are mentioned. TSS, transcription start site.

The results of our phenotypic study on *Eya3 *are in line with earlier findings in other mammalian *Eya *genes indicating that their loss does not have an effect on eye development and ocular functions. Eye disorders have not been observed in *Eya1*, *Eya2 *or *Eya4 *mutant mice [14,18,22]. Additionally, histological analysis and detailed investigation of ocular morphology and function by tests such as electroretinography and the optokinetic reflex in the *Eya3 *knockout mutants presented here did not show any differences between the eyes of wild-type controls and hetero- or homozygous *Eya3 *mutant animals, although expression of *Eya3 *was detected in the retina and in the lens epithelium during eye development. In addition to the striking differences between the function of *Eya *genes in *Drosophila *and mice, there are also important differences between the phenotypes of *Eya *mutants among vertebrates. In contrast to morpholino-injected *Xenopus *embryos [23], *Eya3 *mutant mice showed a normal development of neural tissues.

Nevertheless, further investigations revealed clear differences in bone mineral content and body length between wild-type animals and *Eya3 *mutant mice, suggesting an impact of *Eya3 *on physical constitution in general, leading to a reduction of growth. Moreover, *Eya3 *is expressed in the developing muscle, and concomitantly, the forelimb grip strength is reduced in the mutant mice. This might be a reason for the observed decreased locomotor activity of the *Eya3 *mutant mice. Muscle deficiencies have been reported also for *Eya1*^-/-^*Eya2*^-/- ^mutant mice [18], and also for *Six1*, encoding a potential interaction partner of *Eya *proteins, which is also required for proper muscle development [26].

Moreover, the results from additional physiological investigations indicate that *Eya3 *mutant mice suffer also from some heart and lung problems as indicated by some ECG parameters (increased PQ and JT intervals, decreased QRS amplitude) and a decreased tidal volume of the lung. Indeed, *Eya4 *is also involved in cardiac processes as demonstrated previously in human and zebrafish [20]. Taking the lung, heart and muscle alterations together, the significantly reduced locomotion might be understood as a consequence of all these features. Since we have tested the mice only at a young age, these deficits might accumulate during ageing and therefore be responsible for more severe deficits when the mice become older.

To understand the molecular network involving *Eya3*, we analyzed differentially expressed genes in the mutants. We identified several regulated genes in heart and brain indicating regulatory effects of the *Eya3 *mutation or secondary affects based upon missing or changed cell types. Among them, *Nup155 *was confirmed by real-time PCR to be significantly down-regulated in both organs. 

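Marker genes of cell types other than neurons did not pass as groups in brain or heart. In brain, 16 of 22 astrocyte genes had a mean log2 ratio below 0 (median -0.18), with *Sparc *at -0.56 ± 0.18 (SD, n = 4 mice) and *S100b *at -0.38 ± 0.18 (SD, n = 4 mice), while *Glul *had 0.43 ± 0.05 (SD, n = 4 mice) over its clones and *Mt3 *had 0.91 ± 2.42 (SD, n = 4 mice), with the high value in a single mouse. The clones of *Glul *went in opposite directions, with clone 19153 at 1.17 and the other below 0, so their mean stands for neither. Microglia and macrophage genes had 10 of 14 below 0 (median -0.18), genes of oligodendrocytes and myelin 7 of 12 (median -0.09), endothelial genes 10 of 17 (median -0.10) and choroid plexus genes 5 of 9 (median -0.06). The adjusted p-values from camera were 0.103, 0.423, 0.806, 0.873 and 0.808, respectively. In heart, genes of extracellular matrix and fibroblasts had 17 of 27 above 0 (median 0.08, adjusted p = 0.774), immune cell genes 11 of 17 below 0 (median -0.10, adjusted p = 0.681) and adipocyte genes 10 of 15 above 0 (median 0.22, adjusted p = 0.195).
The effect in the different organs was also compared directly, clone by clone. Between brain and heart limma called 0 of 13948 clones (1579 with an unadjusted p under 0.05, 697.4 by chance), between brain and muscle 0 of 12762 (833, 638.1 by chance) and between heart and muscle 0 of 13395 (678, 669.75 by chance). The *Nup155 *clone differed by -0.32 between brain and heart, with an adjusted p of 0.639 from limma.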

*Nup155 *is involved in nuclear envelope formation during cell division and is important for the export of macromolecules like mRNAs from the nucleus to the cytoplasm. Depletion of Nup155 leads to a failure of nuclear lamina formation and defects in chromosome segregation at anaphase [27] and therefore has an important impact on cell proliferation. *Nup155 *encodes a protein containing nucleoporin, a non-repetitive/WGA-negative domain. Gene ontology (GO) terms indicate that Nup155 protein is located in a nuclear pore and in a membrane.

Among the 17 down-regulated genes in the heart of *Eya3 *mutant mice, some are associated with specific cardiac functions, e.g. *Tnnc1 *is involved in cardiac muscle contraction, *Calm3 *plays a role in calcium signaling, and *Ankrd1 *is a transcriptional co-factor being required during cardiac myogenesis [28,29].

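In heart, *Tnnc1*, which encodes the calcium-binding troponin subunit, had a log2 ratio of -0.72 ± 0.38 (SD, n = 4 mice), with values below 0 in all 4 mice. *Ankrd1 *had -0.51 ± 0.24 (SD, n = 4 mice) on clone 1707, below 0 in 4 mice, and -0.23 ± 0.28 (SD, n = 4 mice) on clone 2433, below 0 in 3 mice. The clones of *Calm3*, a calmodulin gene, went in different directions, with -0.35 ± 0.06 (SD, n = 4 mice) on clone 19960, -0.58 ± 0.68 (SD, n = 4 mice) on clone 16324 and 0.36 ± 0.12 (SD, n = 4 mice) on clone 15844. The adjusted p from limma was 0.809 for clone 2433 and 0.802 for each of the others. Of 32 measured genes of cardiac contraction, 25 had a mean ratio above 0 (median 0.03, adjusted p = 0.807 from camera), for example *Pln*, which restrains the calcium pump of the sarcoplasmic reticulum, with 0.45 ± 0.35 (SD, n = 4 mice). Cardiac stress genes had 8 of 13 below 0 (median -0.03, adjusted p = 0.681). On arrays with the mutant in Cy5 clone 1707 had 0.23 and clone 15844 had -0.08, and on arrays with the mutant in Cy3 clone 2433 had 0.23, so the direction of these clones turned with the dye orientation.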

Furthermore, for several regulated genes in the brain an association with neurodegeneration, particularly with Alzheimer disease has been found. 

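Of 21 measured brain genes linked with Alzheimer's disease, 16 had a mean log2 ratio below 0 (median -0.14). They included *Cdk5r1*, an activator of the kinase Cdk5, with -0.66 ± 0.18 (SD, n = 4 mice), and *Lrp1*, a lipoprotein receptor, with -0.47 ± 0.40 (SD, n = 4 mice), while *Aplp1*, a relative of the amyloid precursor gene, had 0.62 ± 0.42 (SD, n = 4 mice). The list did not pass camera (adjusted p = 0.103), and limma called 0 of its genes over all genes and 0 adjusted over the list alone, with 1 higher and 3 lower at an unadjusted p under 0.05. The 7 genes named in the discussion had 5 below 0 (median -0.22, adjusted p = 0.423), and as the study chose them on these samples their direction is not independent evidence.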

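*Ass1*, which encodes argininosuccinate synthase, was measured by 3 clones in brain. Clone 19529 had a log2 ratio of 1.13 ± 0.37 (SD, n = 4 mice), a 2.19-fold higher level, and lay above 0 in all 4 mice. Clone 18983 had -0.18 ± 0.52 (SD, n = 4 mice) and clone 7392 had -0.13 ± 1.77 (SD, n = 4 mice), each above 0 in 2 mice and below 0 in the other 2. The adjusted p from limma was 0.518 for clone 19529, 0.768 for clone 18983 and 0.948 for clone 7392. The sign of clone 7392 turned on arrays with the mutant in Cy5 (0.05), without mouse W (0.60) and without mouse Z (0.06), and that of clone 18983 without mouse Y (0.03).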

Among the up-regulated genes, *ASS1 *expression levels were significantly higher in glial cells of Alzheimer's disease brains [30]. Among the genes being down-regulated in the brains of *Eya3 *mutants, several are reported to be down-regulated also in Alzheimer's disease, e.g. *ARPP19 *[31], *BIRC4 *[32], *MT3 *[33], *SYT1 *[34] or *TTR *[35]. Moreover, the *SCA10 *gene, which is down-regulated in the brain of the *Eya3 *mutants, is also down-regulated in patients suffering from Parkinson's disease [36]. This short comparison between the differentially expressed genes in the *Eya3 *mutant mice with corresponding features in neurodegenerative disorders in human patients points to an interesting putative role of *EYA3 *in Alzheimer's and Parkinson's disease. This function might be attributed by putative interaction of Eya3 with either Six1 (Six1 binding sites were reported in the *Birc4 *promoter) or with *Pax6 *(Pax6 binding sites have been identified in the *Ass1 *promoter) (data accumulated by Bibliosphere). These functional considerations are based upon associative interpretations of available literature and comparison with the data obtained during the basic characterization of the *Eya3 *mutant opening several interesting avenues for further detailed experimental studies.

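Each of the genes that the paper lists as lower both in these brains and in Alzheimer's disease had a clone below 0 in all 4 mice in brain. The log2 ratio was -0.43 ± 0.13 (SD, n = 4 mice) for *Arpp19*, a regulator of protein phosphatase 2A, -0.46 ± 0.22 (SD, n = 4 mice) for *Birc4*, now named *Xiap*, an inhibitor of apoptosis, -0.45 ± 0.14 (SD, n = 4 mice) for *Mt3 *clone 17217, a metallothionein of brain, -0.38 ± 0.18 (SD, n = 4 mice) for *Syt1 *clone 16814, a calcium sensor of synaptic vesicles, and -0.49 ± 0.19 (SD, n = 4 mice) for *Ttr *clone 51, a thyroxine carrier. The adjusted p from limma was 0.518 for each. Other clones of the same genes differed. *Syt1 *clone 15791 had 0.81 ± 0.49 (SD, n = 3 mice) and clone 17277 had -0.31 ± 1.18 (SD, n = 4 mice), of which mouse W alone lay below 0 (-2.07) and without which the mean was 0.28. *Ttr *clone 2267 had -0.23 ± 0.56 (SD, n = 4 mice), and *Mt3 *clones 19168 and 19169 had a value in 1 mouse each (0.07 and 9.69). On arrays with the mutant in Cy3 the ratio of *Xiap *was 0.04, and that of *Syt1 *clone 17277 was 0.49.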

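*Sca10*, now named *Atxn10*, was measured by 2 clones in brain. Clone 19986 had a log2 ratio of -0.61 ± 0.25 (SD, n = 4 mice), a 1.52-fold lower level seen in all 4 mice, with an adjusted p of 0.518 from limma. Clone 6945 had 0.46 ± 0.41 (SD, n = 3 mice), with an adjusted p of 0.546 from limma. The sign of clone 6945 turned on arrays with the mutant in Cy3 (-1.16) and when the 8 arrays were taken as samples (-0.09).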

## Conclusion

Our study demonstrates that *Eya3 *affects particularly heart, lung and muscle functions. Even if the exploratory behavior is increased, the mutant mice move less than the wild-type mice. Together with the effects on respiratory, muscle and heart function, it might lead to more severe effects, when the mice become older. Therefore, future investigations of *Eya3 *function should focus on effects on aging mice and consider also effects related to neurodegenerative disorders like Alzheimer's or Parkinson's disease.

## Methods

### Generation and molecular characterization of *Eya3 *mutant mice

The *Eya3 *deficient mouse line was generated by insertional mutagenesis in a large-scale gene trap screen (German Gene Trapping Consortium, GGTC). A promoterless reporter gene (*lacZ*) was inserted into the mouse genome by random integration of a gene trap vector (pT1βgeo) [37]. ES cells were derived from strain Sv129S2 (formerly known as Sv129Pasteur). Mutant mice were generated through blastocyst injection and resulting chimeras were bred to C57BL/6 females and crossed to C57BL/6 for four generations. Thus, mice were predominantly C57BL/6. All experiments and housing of the animals were performed according to the German Law on the Protection of Animals (regulation 209.1/211-2531-112/02 by the Government of Upper Bavaria [*Regierung von Oberbayern*]).

For detection of the gene trap vector integration in mutant mice a genomic forward primer was combined with a reverse primer in the *lac*Z cassette of the gene trap vector. Genotyping of mice was performed by Triplex-PCR. A genomic forward primer was either combined with a genomic reverse primer for wild-type amplification or with a reverse primer within the gene trap vector for mutant amplification (table 4). PCR was carried out using the following cycles: 1 × 3 min 94°C; 35 × 94°C 30 sec, 62°C 45 sec, 72°C 60 sec; 1 × 72°C 5 min (PCR-cycler: MJ Research PTC-225, Bio-Rad Laboratories, Munich, Germany).

**Table 4:** PCR primer for characterization of the insertion of the gene trap vector

**Primer**	**Sequence (5' → 3')**
gene trap forward primer (genomic)	TGGGATGCAAACTCGGGTCCTA
gene trap reverse primer (lacZ cassette)	CAAGGCGATTAAGTTGGGTAACG
genotyping forward primer (wild type/mutant)	CAGGAACAGACTGAAACCATGC
genotyping reverse primer (wild type)	AGGTTGTCAGACTGGCACTTCA
genotyping reverse primer (mutant)	CACGCCATACAGTCCTCTTCAC
ex 1_forward primer	CAGAGTGGGTCCGTAATCGT
ex 7_reverse primer	TGCCCAGGATAAGTGGTTTC
ex 8_reverse primer	ATTGCAGATGAAGTGGGTATCAG
ex 8_forward primer	CCAGCCTGATACCCACTTCA
ex 11_reverse primer	ATACCCGTTCCAATTCACTGTC
ex 12_forward primer	CCAACAGTAGTAATTGGCTCAGGT
ex 15_reverse primer	ACCTCGATCTCTGCTCTGAGTCT

### RNA isolation, RT-PCR and Northern blotting

Total RNA was prepared with RNA-Bee (Tel-Test Inc., Friendswood, TX, USA) according to the suppliers protocol. Tissue (50 μg each) was taken from wild-type animals and homozygous mutants from 3 different embryonic stages: E11.5 (whole embryo), E13.5 (head) and E15.5 (head). cDNA was generated by using Superscript II RT (Invitrogen, Karlsruhe, Germany).

Northern Blotting was done with RNA from E15.5 embryos. Samples were initially denatured for 10 min at 68°C and loaded onto an agarose-gel (1,2%, 1 × MOPS-buffer) and separated under denaturing conditions for 4 h (60 V). RNA samples were blotted to Hybond-N^+ ^membrane (Amersham Biosciences, GE Healthcare-Buchler, Braunschweig, Germany) overnight and UV-fixed. Afterwards, the membrane was prehybridized for 2 h with CHURCH-buffer (7% SDS, 50% formamide, 5 × SSC, 2% Roche blocking reagent, 50 mM Na_2_HPO_4_, 0,1% laurylsarcosyl) and then hybridized overnight at 52°C with a digoxigenin-labeled riboprobe (Roche Diagnostics, Mannheim, Germany) against exons 8 – 11 of *Eya3*. Hybridization was followed by washing in 2 × SSC (30 mM Na-Citrat pH 7.0; 300 mM NaCl), 0.1% SDS for 5 min and in 0.1 × SSC, 0.1% SDS for 40 min at 52°C. After incubation with blocking reagent in 100 mM Tris-HCl pH 9.5 and 150 mM NaCl for 30 min at 52°C the membrane was washed in 100 mM Tris-HCl pH 9.5, 150 mM NaCl and incubated with anti-digoxygenin antibody (Roche, diluted 1:5000 in 100 mM Tris-HCl pH 9.5, 150 mM NaCl) for 30 min at room temperature. Finally, the membrane was stained with NBT/BCIP in 100 mM Tris-HCl pH 9.5, 100 mM NaCl, 50 mM MgCl_2 _for 1 h in the dark.

### *LacZ*-staining and *in-situ *hybridization of *Eya3*

*LacZ*-staining was performed on whole mouse embryos of developmental stages E11.5 – E13.5. Mouse embryos were dissected and fixed in 4% paraformaldehyde in PBS. For staining embryos were washed three times in PBS containing 0.01% Na-deoxicholate, 0.02% Non-idet P40, 5 mM EGTA (pH 8.0) and 2 mM MgCl_2 _after fixation. Afterwards, embryos were stained overnight at 37°C in PBS containing 0.5 mg/ml X-gal, 2 mM MgCl_2_, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 0.01% Na desoxycholate, and 0.02% NP-40 in the dark. Before postfixation in 4% paraformaldehyde in PBS at 4°C, several wash steps were carried out in PBS. Embryos were stored in 70% ethanol at 4°C.

*In-situ *hybridizations with paraffin sections were performed to evaluate *Eya3 *expression in the eye. Embryos were fixed in 4% paraformaldehyde in PBS at 4°C, dehydrated and embedded in Jung Histowax (Cambridge Instruments, Nussloch, Germany). Sections (8 μm) were cut with the RM 2065-microtome (Leica, Wetzlar, Germany), mounted onto slices and treated as previously described [38].

### Analysis of zebrafish embryos

Embryos were produced by paired matings of zebrafish (*Danio rerio*, AB strain), and staged in hours post-fertilization (hpf), as described previously [39,40]. *In-situ *hybridization for zebrafish embryos was performed as previously described [41]. For sectioning at the tailbud stage, the stained embryos were cryoprotected in 15% sucrose in phosphate buffer, embedded in 7.5% gelatin, 15% sucrose in PBS, frozen and cryostat-sectioned at 15 μm. For sectioning at the 28 hpf stage, the stained embryos were embedded in 3% agarose and vibratome-sectioned at 70 μm. As probe, we used an *eya3 *cDNA clone generously provided by G. Nica (LMU Munich).

### Phenotyping of mice

A broad phenotypical analysis of 24 wild-type controls (14 ♂, 10 ♀) and 24 *Eya3*^-/- ^mice (14 ♂, 10 ♀) was done in collaboration with the German Mouse Clinic [24]. For histological analysis of the eye 11 week old mice were sacrificed and eyes were removed immediately. Fixation and staining with hematoxylin and eosin were performed using standard-protocols. Funduscopy (age: 11 weeks) and electroretinography (age: 11 weeks, 9 months) were performed as described before [42]. Laser interference biomicroscopy (age: 13 weeks; n = 6) was carried out as previously described [43]. Data from controls and mutant animals were compared using the Student's t-test. Tables show mean value ± standard error of the mean (s.e.m.).

Behavioral phenotyping was done at the age of 8 weeks by using the modified hole board test [44] and carried out as previously described [45]. Data were statistically analyzed using SPSS software (SPSS Inc, Chicago, USA). The forelimb grip strength was tested at the age of 10 weeks with the grip strength meter system, which determines the muscle strength of a mouse. The device exploits the tendency of a mouse to grasp a horizontal metal bar while being pulled by its tail. During the measurement the mouse grasps a special adjustable grip (2 mm) mounted on a force sensor. Five trials were undertaken for each mouse within one minute. Values were presented as means ± standard error of the mean (SEM) and analyzed for the effects of genotype, sex and weight by fitting linear mixed effect models.

To examine the cardiovascular phenotype a surface limb ECG was obtained at the age of 12 – 15 weeks in anesthetized mice. The complete setup was located in a faraday cage. A shape analysis of the ECG traces was performed using the software ECG-auto (EMKA Technologies, Paris, France). For each animal, intervals and amplitudes were measured from five different sets of averaged beats. In addition, the recordings were screened for arrhythmias, including supraventricular and ventricular extrasystoles and conduction blockages. Analysis of variance (ANOVA) was used for multi-factorial analysis of quantitative traits with respect to sex and genotype.

Lung function was determined by whole body plethysmography according to a previously described principle [46]. For measurement a system from Buxco^® ^Electronics (Sharon, Connecticut, USA) was used to assess breathing patterns in unrestrained animals by measuring pressure changes which arise from inspiratory and expiratory temperature and humidity fluctuations during breathing. The system allows transforming pressure swings into flow and volume signals, so that automated data analysis provides tidal volumes, respiratory rates, minute ventilation, inspiratory and expiratory times as well as peak inspiratory and peak expiratory flow rates. Measurements were always performed between 8 a.m. and 11 a.m. to account for potential diurnal variations in breathing.

Gene expression of putative downstream genes were analyzed using Glass cDNA-chips containing the fully sequenced 20K cDNA mouse arrayTAG library (Lion Bioscience, Heidelberg, Germany) [47-50]. A full description of the probes on the microarray is available in the GEO database under GPL4937 [51]. The expression data of *Eya3 *analysis of heart, muscle and brain have been submitted to the GEO database (GSE9999). Total RNA from brain, heart and muscle of 12 – 13 week old male animals (5 controls, 4 mutants) was used for cDNA chip hybridization according to a modified TIGR protocol [52]. Two chip hybridizations including a dye-swap experiment were performed from all selected organs of each individual mutant mouse against the identical pool of the same organ of reference RNAs. Slides were scanned with a GenePix 4000A microarray scanner (GenePix Pro 6.1 image processing software, Axon Instruments, USA). TIGR software package for Microarray analysis [53] including MIDAS (Microarray Data Analysis System) was used for normalization and SAM (Significance Analysis of Microarrays) [54] for the identification of significantly differentially expressed genes. Genes were ranked according to their relative difference value d(i) and selected as significantly regulated with d(i) > 0.5. 

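The relative difference d is the mean ratio divided by its standard error plus a small constant, s0. With s0 chosen by SAM's own rule on the mouse means (0.284 in brain, 0.159 in heart and 0.121 in muscle), d was over 0.5 in size for 7768 clones in brain, 8640 in heart and 8137 in muscle. Of these, 4004 clones in brain, 3239 in heart and 2532 in muscle had the same sign in every measured mouse. When the signs of the mice were flipped in all 16 ways, the real signs included, the median count over 0.5 was 5598.5 in brain, 7757.5 in heart and 8335 in muscle. The median count with the same sign in every mouse was 1999.5, 2452 and 2528, respectively, and these medians take no account of the pool that the mice share. *Nup155 *had a d of -1.59 in brain and -1.86 in heart.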

To estimate the false discovery rate, false positive genes were identified by calculating 1000 permutations of the measurements. The selection of the top differentially expressed genes with reproducible up- or down-regulation includes less than 10% false positives.

The commercial software tool Bibliosphere Pathway Edition (Genomatix Software GmbH, Germany) was used to identify pathways and gene functions that were significantly abundant among the regulated genes. Regulated genes were filtered for two categories of Gene Ontology terms: biological processes and molecular functions. A statistical analysis was performed based on the relative number of observed versus expected annotations of each term. The z-score (> 5.0) indicates whether particular GO annotations are over-represented in a dataset of genes.

Results from Microarray analysis were controlled by real-time PCR for differentially expressed genes in heart and brain with the ABI Prism 7000 Detection System (Applied Biosystems, Darmstadt, Germany). Therefore, the identical total RNA as for the microarray experiments was used. Afterwards, cDNA was prepared with the Ready-to-go T-primed First-strand Kit (Amersham Biosciences, Braunschweig, Germany) according to the manufacturers protocols. Results from real-time PCR were analyzed with the ABI Prism 7000 SDS software and REST (Relative Expression Software Tool [55]).

### Sequence Comparison

For sequence comparison of the 5 kb upstream of the *Eya3 *transcription start sites we used the program mVISTA ([56])

## Abbreviations

ANOVA: analysis of variance; BO: branchio-oto syndrome; BOR: branchio-oto-renal syndrome; ECG: electrocardiography; ED: Eya domain; GGTC: German Gene Trap Consortium; GMC: German Mouse Clinic; GO: gene ontology; PBS: phosphate-buffered saline, RACE: rapid amplification of cDNA ends; RT-PCR: reverse transcription – polymerase chain reaction; SEM: standard error of the mean.

## Authors' contributions

TS, performed the genetic analysis and breeding of the mice, the expression analysis and wrote the manuscript; CD, performed most of the studies of the eyes, analyzed the data and wrote the manuscript; OP, performed some of the studies of the eyes and analyzed the data; TF, created the mouse mutant; LB, performed the neurological screen and analyzed the data; IB, performed the lung function screen and analyzed the data; JF, performed some of the studies at the eyes, analyzed the data and wrote the manuscript; WH, performed the dysmorphology screen and analyzed the data; SMH, performed the behavioral screen, analyzed the data and wrote the manuscript; MH, designed the expression profiling studies and performed the statistical and functional analysis; MK, performed the behavioral screen and analyzed the data; EK, performed the neurological screen and analyzed the data; CM, performed the clinical-chemical screen and analyzed the data; AS, performed the cardio-vascular screen and analyzed the data; CS, designed the experiments on zebrafish and analyzed the data; ST, performed some of the expression studies on zebrafish; VGD, design and coordination of primary workflow and wrote the manuscript; BN, coordination primary workflow; JB, designed the expression profiling and wrote the manuscript; HF, design and coordination of primary workflow, performed the dysmorphology screen, and wrote the manuscript; BI, designed the cardiovascular screen, validated and discussed its results; TK, designed the neurology screen; HS, designed the lung function screen and wrote the manuscript; EW, designed the clinical-chemical screen; WW, designed the gene-trap approach for mouse mutant generation and designed the behavioral screen; LBC, designed the zebrafish experiments, analyzed the data and wrote the manuscript; MHdA, design of concept GMC, primary workflow; study design; JG, designed the experiments, discussed the results at all stages with various partners and wrote the manuscript. All authors read and improved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

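Brain, heart and skeletal muscle of 4 male *Eya3*^-/- ^mice were measured on 24 two-colour cDNA arrays, 2 arrays with exchanged dyes per mouse and organ, each against a wild-type pool of the same organ. Conditions, mice and dyes were taken from the sample labels and checked against the methods. The authors scanned the slides with GenePix and normalized them with MIDAS, and the paper's text names neither the normalization method nor the filters. The deposited values are log2 ratios of 20794 clones, 1 column per array, with empty cells for missing spots. They were taken as deposited. The planned turning of the swapped arrays was left out, because the values show that the authors had already done it: on arrays with the mutant in Cy5 the values beyond 10 lie above 0, on arrays with the mutant in Cy3 they lie below 0, and the haemoglobin clones have one sign on both arrays of a mouse. The direction, mutant over pool, is likely but not stated. A range of animal numbers that the labels give for the pool takes in those of mice W and X, which the same labels call mutant, so which animals were pooled is not certain. Missing values made up 4.75% to 24.5% of an array (median 11.1%), array medians ran from -0.26 to 0.14, and no arrays held identical values. Signal over background is not given in the sources used here. Precision can be judged only from the number of arrays, the spread between mice, the missing values and the low agreement between dye-swapped arrays.

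The platform annotation gave 1 symbol for 12771 clones (9030 symbols, 2754 of them with more than 1 clone) and none for 8023. All 12771 gene identifiers matched the annotation of GRCm38.p6, which was used for names and for which genes neighbour each other. Genes that the paper names by older symbols (*Birc4*, *Sca10*) were matched through synonyms. The probe identifiers printed in Fig. 9 were matched by symbol only.

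The arrays of a mouse were averaged, and a clone was tested when at least 3 of 4 mice had a value on both arrays. The mean log2 ratio was compared with 0 by limma 3.58.1 (lmFit with an intercept, eBayes, Benjamini-Hochberg) in R 4.3.3, with a clone called at an adjusted p under 0.10. The organs were fitted apart, and differences between organs were fitted with limma on both organs' mice. The wild-type pool is 1 control sample, so p-values measure the spread between mutant mice only. SAM was rewritten in R (one-class d, s0 by SAM's rule, all 16 sign flips on mouse means and 100 on single arrays, 10% false positives), since the authors' program was not used here. Of the clones of a gene, each is reported apart, and lists use the mean of the clones of one symbol. Lists (27, fixed before the data were examined) were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, at an adjusted p under 0.05 over the lists of an organ. That threshold was not among the choices made before the data were examined, but was set before list results were seen. Lists with fewer than 3 genes that had values in all mice were not tested, which concerns haemoglobins in all organs and the eye determination network in muscle.

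Genes named in the text follow a rule fixed before the data were examined: in each organ the 5 clones with the lowest p where fewer than 5 were called, the genes the paper names for that organ, *Nup155 *and *Eya3 *in all organs, and examples among the 4 members of a list with the largest mean ratio in size. The values of Fig. 9 had been seen by then. The haemoglobin clones, the clones called by SAM on single arrays and *Gstm2 *in the other organs were singled out after their values were seen.

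The programs were tested on simulated data with the measured clones, spread and missing values and 200 changed clones. In simulations without any change limma called 0 clones in brain, 1 in heart and 0 in muscle, SAM on the mouse means called 0, 2 and 3, and the tested list shift of 0.25 on the log2 scale was found in each organ. The simulated genes are independent, so this says nothing about lists of correlated genes. Between organs, limma recovered 71.5% of clones changed by 2 on the log2 scale for brain against heart, 57.5% for brain against muscle and 64% for heart against muscle.

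The same mice gave all 3 organs, which pairs the samples. Deviations of a mouse from the organ means correlated across clones by -0.008 to 0.058 between organs, and clones are not independent replicates. The replicate block left the calls between organs at 0. Alternatives were centring and scaling of arrays, other requirements on missing values, single arrays as samples, a random block, single dye orientations, robust eBayes, other thresholds, averaging of clones, SAM, and leaving out each mouse. Values beyond 10 as missing, and SAM with s0 fitted to Fig. 9, were added after the data were seen. Real-time PCR and the other experiments of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.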

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

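The tests of dye bias in brain and in heart apart, of the lists between brain and heart, and of their pairing by mouse were chosen only after the result was seen. The comparison of brain with heart was run on the lists that had passed camera on the same data.

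The medians of 3 lists were lower in brain than in heart in each of the 4 mice: by -0.38 for ribosomal proteins (-0.26 ± 0.12 against 0.12 ± 0.13, SD), by -0.29 for cytoskeleton structure (-0.24 ± 0.13 against 0.05 ± 0.04) and by -0.27 for synapse and neuron genes (-0.22 ± 0.09 against 0.06 ± 0.16). With the organs as independent samples an exact permutation test gave p = 0.0286 for each (0.0476 after adjustment over 5 lists), but the same mice gave both organs, and in paired sign flips 0 of the lists passed, since 4 mice cannot reach a p under 0.05, so no difference is called. An additive dye bias enters both arrays of a mouse with opposite signs and cancels in their mean. The ratio of 0.145 between the dye orientations in heart lay under the limit set beforehand as the mark of dye bias. That ratio thus decides nothing. For ribosomal and oxidative phosphorylation genes together the mean of both orientations was -0.24 ± 0.11 (SD, n = 4 mice) in brain. This value argues against an additive bias as its source there. A bias of unequal size on the arrays of a mouse would not cancel and was not tested. In heart that mean was 0.13 ± 0.16 (SD, n = 4 mice), within its spread of 0, so the heart part is itself uncertain. A shift of all readily detected clones by the normalization cannot be told apart from a change of these genes, since other clones with values on all 24 arrays moved in the same direction by 0.309 of the list median in brain and 0.303 in heart, between the limits set for the test, and a change in the mutant tissue itself also stays open.

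In heart, *Gstm2 *had a log2 ratio of -2.28 with all 4 mice between -2.43 and -2.13, an adjusted p of 0.291 from limma and a call by SAM on the mouse means, which called 2 clones in simulated heart data without any change. The paper does not report it. The clone had -0.01 in brain and -0.37 in muscle, and the difference from muscle (-1.91) was called by limma only when clones with values on all 16 arrays were tested.

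A single mouse lay far from the other 3 in 2 of 47 groups of 4 checked, where chance gives 2.35. One was *Syt1 *clone 17277 in brain, with -2.07 in mouse W. The other was the oxidative phosphorylation median in heart, with -0.15 in mouse Y.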

How the results depend on the processing

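Of 797 values of 61 results under other settings, 733 counted as the same, 17 no longer passed, 5 passed where they had not, 24 moved and 18 reversed. Counts were the same when equal or within 1.5 times, and haemoglobin medians when within the SD between mice. Single clones and lists were the same when they kept their direction and their call. As no clone passed in the main fits, a kept call of a clone means that it stayed uncalled. Values beyond 10 as missing, SAM with s0 fitted to Fig. 9 and paired sign flips for lists were tests chosen after the data were seen. With limma the count of clones called stayed at 0 except as follows. Brain gave 1 with the 8 arrays as samples and 1 with a random block for mouse. SAM on 8 arrays gave 27 in brain, and SAM with the fitted s0 gave 8. Heart gave 1 (*Gstm2*) on clones with values on all 8 arrays, 1 with 8 arrays as samples, 1 with the random block, 1 with SAM on mouse means, 1 with SAM and the fitted s0, and 4 with SAM on 8 arrays. Leaving out mice in turn gave 0 to 0 in each organ, 0 to 1 between brain and muscle (1 without W or X, *Dbh*) and 0 to 0 in the other comparisons. Heart against muscle gave 1 on clones with all 16 arrays. With the replicate block for mouse all 3 comparisons between organs kept 0 calls. The real split of 8 samples into 4 and 4 called 0 clones in each comparison between organs, so all 35 of 35 splits called as many by construction (highest other 0 for brain against heart, 1 for brain against muscle and 1 for heart against muscle), and the count says nothing about chance.

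Lists that passed numbered 2 with the mutant in Cy5 only and 1 in Cy3 only in brain and 3 to 6 without a mouse (3 without Z), 1 in Cy3 only in heart and 0 to 4 without a mouse (0 without W or X, 4 without Y, 1 without Z), and 3 in Cy3 only in muscle and 0 to 1 without a mouse (1 without W). Fewer arrays entered these fits, and the cause was not tested otherwise. Values that reversed were, with the mutant in Cy5 only, *Ass1 *clone 7392 (0.045), *Calm3 *clone 15844 (-0.083), *Ankrd1 *clone 1707 (0.23) and nucleoporins in heart (-0.018). With the mutant in Cy3 only they were *Xiap *(0.041), *Syt1 *clone 17277 (0.49), *Atxn10 *clone 6945 (-1.16), *Ankrd1 *clone 2433 (0.23) and cardiac contraction in heart (-0.065). *Atxn10 *clone 6945 also reversed with 8 arrays as samples (-0.093). Without a mouse, *Ass1 *clone 7392 ran from -0.78 to 0.60, clone 18983 from -0.34 to 0.030, *Syt1 *clone 17277 from -0.55 to 0.28, *Nup155 *in muscle from -0.31 to 0.67 and cardiac contraction in heart from 0.0073 to 0.10. For lists, a reversal is that of camera's direction, and the median is printed. The cause of these reversals was not tested. Signal over background is not known, so what depth limits cannot be given. *Nup155 *kept its sign in brain and heart under every setting run. The balance of clones with an unadjusted p under 0.05 turned, in brain from 840 higher and 640 lower to 904 and 1061 with the random block and 827 and 920 in Cy3 only, in heart from 390 and 458 to 737 and 442 in Cy5 only, and in muscle from 327 and 194 to 266 and 685 in Cy5 only and 231 and 249 without Z. No conclusion is therefore drawn from a balance of directions, nor from the counts of clones on one side of 0 in every mouse.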

Differences from the paper's values

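For brain the paper reports 93 regulated genes, 13 higher and 80 lower, and limma called 0 of each. For heart the paper reports 17 lower genes, and limma called 0. All counts use the paper's limit of 10% false positives, while its bound on d(i) is no part of limma. Of 18 alternatives set before the data were examined, 1 brought the count of higher genes in brain within 1.5 times of the paper's, which was SAM on 8 arrays with 10. None did so for the total (highest 27), the lower genes in brain (highest 17) or the lower genes in heart (highest 2), and each of these highest counts came from SAM on 8 arrays. Of the 27 clones that SAM called on 8 arrays in brain, 14 carry a symbol printed in Fig. 9a, among them *Hba-a1*, *Krt16*, *Ucma*, *Fbxo32*, *Glul *and *Ass1*. None of the 4 called in heart has a symbol printed in Fig. 9b.

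The paper reports *Nup155 *2.8-fold lower in brain, and the ratio here was 1.75-fold lower. Of 13 alternatives set before the data were examined, 2 did not differ from the paper by more than the spread and 1.5 times, the arrays with the mutant in Cy3 only (2.10) and the mice without W (1.99), and 11 did. For SAM with s0 fitted to the other genes of Fig. 9, chosen after the values were seen (0.035 in brain and 0.095 in heart, read from the figure by eye), the count was 8 clones in brain, none with a symbol printed in Fig. 9a. As s0 was fitted so that d comes close to the printed values, the nearness of d to them (3.12 for *Nup155 *in brain, with a jackknife SE of 1.65) cannot by itself show on which scale they lie. The fold sizes need no s0: for 31 symbols of Fig. 9a with a single clone they were 1.34 at the median and 2.19 at most. No value printed in Fig. 9a is smaller in size than 2.9. For 7 such symbols of Fig. 9b the largest fold was 1.65, and no printed size is below 2.1. These values argue against the printed values being folds of these mean ratios. The paper's 2.8 and 2.1 may thus be another measure than the folds here. In both organs the fold from the paper's real-time PCR lies between the fold here and the paper's array value. In heart the ratio of 1.40 against the paper's 2.1 was just within 1.5 times. Of 13 alternatives set before the data were examined, 9 did not differ from it by more than the spread and 1.5 times, and 4 did (range 1.17 to 1.68).

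All 75 symbols of Fig. 9a and all 14 of Fig. 9b that were matched had at least 1 clone in the printed direction, at an unadjusted p under 0.05 for 54 and 8 of them, counting the most favourable clone of each. For 15 symbols in brain and 2 in heart another clone went the other way. As the study chose the genes of Fig. 9 on these same arrays, the shared direction is not independent evidence.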

Other observations

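The distance test for the *Nup155 *clone was chosen only after its values were seen.

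Other gene groups measured in brain included glycolysis, with 14 of 19 genes below 0 (median -0.25, adjusted p = 0.136 from camera), translation factors, with 22 of 31 below 0 (median -0.18, adjusted p = 0.128), and heat shock proteins, with 15 of 24 below 0 (median -0.08, adjusted p = 0.535). Immediate early genes, which mark recent activity of neurons, had 10 of 19 above 0 (median 0.02, adjusted p = 0.796). Of the eye determination network in heart, *Pax6 *had -1.65 ± 0.95 (SD, n = 3 mice) and *Eya2 *-1.17 ± 0.83 (SD, n = 4 mice), 2 of 4 genes lower when adjusted over the list alone and 0 called by limma over all genes (2 with an unadjusted p under 0.05). Their spread was wide, and the list did not pass camera (adjusted p = 0.445).

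The *Nup155 *clone lay below 0 in brain and heart, with values over mice and organs near those of the haemoglobin clones. A candidate explanation is globin cDNA on the spot, and the test fixed before the values were seen, which asked for the haemoglobin order of the mice in every organ, spoke against it, since the order held in 2 organs but not in heart, although 4 of the 6 haemoglobin clones broke that order in brain or heart as well. The later test by distance does not decide: 0.184 lies within the 0.103 to 0.316 of the haemoglobin clones, but that limit rests on clone 15423, and without it *Nup155 *lay at 0.178 against a limit of 0.167. Of the 17 clones that SAM on 8 arrays called lower in brain, 5 were haemoglobin clones, 9 were others within the wider limit and 3 were neither, and only 9 clones of any kind other than haemoglobin stay within the narrower limit. Of the genes printed in Fig. 9, 8 in brain and 5 in heart had a clone within the wider limit, *Nup155 *among them in both organs. Of the 6000 clones measured in all 12 cases, 23 clones other than haemoglobin lay within that limit. For 5 of these the gene has another clone on the array. Of those other clones 2 had all 12 values, and 0 of them lay within the limit. The clones of *Ucma*, *Fbxo32 *and *Krt16* lay within the wider limit, and that of *Krt16* lay outside the narrower one. The paper's real-time PCR on the same RNA, which globin signal at a clone would not touch, found *Nup155 *significantly lower in both organs. A lower level in the mutants thus has a test of its own. Whether that level varies with blood or with genotype stays open and was not tested here.

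Lower haemoglobin values may also come from blood left in the organs. The 14 other red cell genes had a median of -0.05 in brain (SD between mice 0.22) and -0.13 in heart (SD between mice 0.09), and their mice did not rank as for the haemoglobins in either organ. *Alas2*, the first enzyme of haem synthesis in red cells, had -0.06 ± 0.28 (SD, n = 4 mice) in brain and -0.50 ± 0.23 (SD, n = 4 mice) in heart. In muscle *Alas2* had 0.55 ± 1.09 (SD, n = 4 mice). There it was highest in mouse W (1.67) and lowest in mouse Z (-0.68), as the haemoglobin median was. Mice X (1.23) and Y (-0.02) stood in the other order. Brain met the bound set against blood and heart met neither bound, and the level of these genes in the organs themselves is not known, so blood and a change in the mutants cannot be told apart.

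Strain differences around *Eya3 *were tested as a hypothesis, since the ES cells came from the Sv129S2 strain and a kept stretch of chromosome could shift its neighbours. The 19 measured genes within 50 gene places on either side lay at the percentile 1.90 of 29507 equal windows for the median size of their summed statistics, which argues against a shift of most of these neighbours. A median over 19 genes cannot register a change of only a few of them, so a kept stretch of chromosome stays open.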
